A study of Homo sapiens with 24 samples.

How the data were processed

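RNA was extracted from TALL-1 cells, depleted of ribosomal RNA and sequenced as paired-end reads on an Illumina instrument, per the labels' protocols. The authors deposited 1 table of raw counts per gene with 24 columns, one per library, and 29735 rows named by versioned Ensembl gene IDs. The values are whole numbers with different totals per column. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated in the labels or the table, and neither is whether the counts were rounded from estimates. Reads shared by paralogs, pseudogenes or overlapping genes may therefore have been split or dropped by the authors' counting. No coordinates are given, because the build is not known. All 24 columns carried the title of a sample, and no row lacked a gene.

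The depth per library was 26489727 to 39201415 counts, so that 3 counts were worth 0.0765 to 0.113 CPM. Samples were assigned to the 8 groups by the treatment and time in their titles. The letters B, C and D in the titles were taken as replicate names. Of the gene IDs, 29723 matched a name table when the version was ignored, 29193 of them with the version, and 22338 had a symbol. Gene types came from GENCODE release 29, which held 27741 of the IDs. GC content and length were those of the longest release 29 transcript of a gene. All names and types are annotation added here, not part of the deposited table.

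Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups given (minimum count 10, minimum total 15), which left 15154 genes holding 99.96% of counts. Libraries were scaled by TMM factors, and CPM values carry that scaling. One quasi-likelihood model (glmQLFit, glmQLFTest) with a mean per group was fitted to all 24 libraries, so that the groups shared the estimate of spread, and 12 contrasts were tested. The common biological coefficient of variation was 9.96%. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its contrast. Standard errors of log2 fold changes were taken from the fitted coefficient and the F statistic, and a fold against a group with at most 3 counts in each library was computed against that floor. With 3 libraries against 3, an exact test of a single gene cannot give a two-sided p under 0.1, so calls rest on the model's shared spread. Floors cover counting error only, as the reads carry no molecular identifiers, whereas the standard errors include the fitted spread between libraries.

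Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01) on 8 lists in 12 contrasts, adjusted over all 96 tests, with fry and with the correlation estimated as checks. The value reported for a list is the median log2 fold change of its tested genes. The lists were ISR regulators, ISR amino acid genes, the 2 joined, endoplasmic reticulum chaperones, sterol and lipid synthesis, lysosome and autophagy, glycolysis, and ribosome biogenesis. KLHL24 and PPP1R15A are on the regulator list. The grouping, the contrasts, these lists, the rule for named genes and the alternatives listed next were fixed before the data were examined. By that rule ATF4, DDIT3, TRIB3, ASNS, CHAC1 and SESN2 are named whatever their values. For each contrast of 2 groups, the 3 protein-coding genes with the largest rise and the 3 with the largest fall are named among called genes with a mean of at least 1 CPM and no overlap between the groups' libraries. Such separation arises for 10% of unchanged genes. For interactions, the 3 genes with the smallest adjusted p in each direction are named. Lists of FOXO targets and of heat shock genes were written after the first results.

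The alternatives were DESeq2 size factors in edgeR, scaling by library totals, no filter on low counts, a mean count of at least 50, the title letter as a block, a fit on the compared groups alone, the DESeq2 1.42.0 Wald test, and leaving out each library in turn. A GC correction per library, fitted by lowess and entered as an offset, and a restriction to protein-coding nuclear genes were added after seeing the data. The GC correction covered all tested genes with a release 29 transcript.

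The procedure was tested on simulated counts drawn from the real means over all libraries, library sizes and dispersions of 14862 genes. Genes were drawn independently, and no library was given a shared deviation. The simulation therefore does not test scaling under broad change, deviating libraries or correlation between the genes of a list. In a contrast of 2 groups with 200 changed genes, it recovered 94% of those changed by 1 and 57% of those changed by 0.5 on the log2 scale, and called 8 unchanged genes among 159 calls. In an interaction the shares were 82% and 32%, with 10 unchanged genes among 146 calls, of which a further 22 were ISR list genes simulated as changed. A contrast without any change gave 0 calls, with 5.05% of genes at an unadjusted p under 0.05. The simulated ISR list, of 42 genes raised by 0.5, had an estimated median of 0.52. Figures were drawn with matplotlib 3.10.9.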

Results

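Total RNA was sequenced from TALL-1, a human T-cell acute lymphoblastic leukaemia line. Everolimus is a rapamycin analogue that inhibits the kinase complex mTORC1. ISRIB is a small molecule that counteracts the integrated stress response (ISR), in which phosphorylation of a translation initiation factor slows protein synthesis while the transcription factor ATF4 is made. Cells received DMSO or 25 nM ISRIB 2 h ahead of ethanol or 10 µM everolimus, and were collected after 4 or 12 h. The 24 libraries made 8 groups of 3, with each combination of the 2 pretreatments, 2 treatments and 2 times represented once. The series title names the question as whether mTORC1 inhibition activates the ISR.

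The libraries held 26489727 to 39201415 counts, assigned to 18417 to 20754 genes each. A floor of 3 counts corresponded to 0.0765 to 0.113 CPM (counts-per-million). The non-coding RN7SL1 (ENSG00000276168.1), RN7SL2 (ENSG00000274012.1) and RN7SK (ENSG00000283293.1) held 6.56%, 5.99% and 5.68% of all counts. The 5 most abundant genes of a library took 16.8% to 20.98% at 4 h and 20.5% to 30.3% at 12 h. Replicates of each group differed by more than sampling noise, with a chi-square per gene of 5.81 to 94.9, so all 24 were kept as separate samples. Such an excess does not show that replicates were independent cultures. The labels do not say whether the letters mark separate experiments, so the spread may be that within a single experiment. The first principal component held 26.3% of the variance of log2 CPM. Its scores were 38.1 to 52.9 in the 6 libraries given everolimus for 12 h and at most 7.0 in the other 18. The third component held 7.49% and set apart the libraries D of ISRIB plus everolimus, with 50.1 at 4 h and 44.8 at 12 h against at most 4.7 elsewhere. These 2 libraries were kept, and values without them are given where they decided a result.

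The first comparison asked what everolimus changed without ISRIB. At 4 h, 2926 of 15154 tested genes had an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), of which 1435 were higher and 1491 lower with everolimus. The absolute log2 fold change of these genes had a median of 0.41, and 291 reached 1. The alternative that moved this count most was a fit on the libraries of the 2 groups alone, which called 4648 genes. At 12 h, 7271 genes were called, 3565 higher and 3706 lower, with 1257 at an absolute log2 fold change of at least 1. Scaling by library totals gave 2753 higher and 4306 lower. Of the genes called at 4 h, 2193 were also called at 12 h, 2130 of them in the same direction. Independent lists of these sizes would share 1404. The 2 contrasts have no library in common. Across 11787 genes with a mean of at least 1 CPM their fold changes had a Pearson correlation of 0.64, in which genes are not independent replicates.

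**Figure D1:**
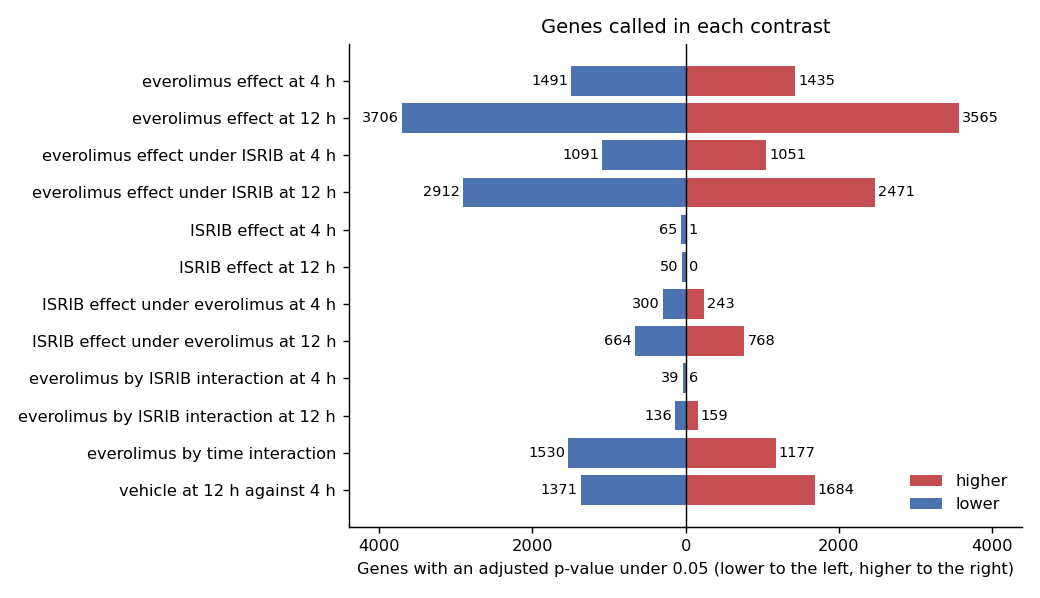
Number of genes with an adjusted p-value under 0.05 (edgeR quasi-likelihood test) in each of the 12 contrasts, genes higher to the right and lower to the left. Everolimus at 12 h called 7271 genes, whereas ISRIB alone called 66 at 4 h and 50 at 12 h.

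Of 52 genes listed beforehand as ISR targets, 43 were tested, and the list was reported as 14 regulators and 29 amino acid genes. At 4 h the median log2 fold change of the 43 genes with everolimus was 0.57, with 41 of 43 higher (camera, p-value adjusted over 96 set tests, 1.34e-65). In this contrast 34 genes of the list were called higher over all genes tested and 37 when adjusted over the list alone, and none was called lower. At 12 h the median was 0.90 with 42 of 43 higher (camera adjusted p 6.05e-45), and 39 genes were called higher by either adjustment. The regulators had medians of 1.17 and 1.57 at 4 h and 12 h, and the amino acid genes 0.46 and 0.71. No median of a list changed at 2 decimals when genes at the floor were set to their bound. A correction of each library for GC content, chosen after seeing the data, moved the median at 4 h most among the alternatives, to 0.74.

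The mean level of ATF4 (ENSG00000128272.18) was 305 ± 5.26 CPM (SD, n = 3) with vehicle and 548 ± 24.9 with everolimus at 4 h, and 305 ± 4.83 and 692 ± 13.9 at 12 h. Its log2 fold change was 0.84 (SE 0.06, edgeR quasi-likelihood adjusted p 1.06e-08) at 4 h and 1.18 (SE 0.07, adjusted p 9.46e-12) at 12 h. DDIT3 (ENSG00000175197.13) rose from 5.30 ± 0.191 to 17.4 ± 0.483 CPM at 4 h, a log2 fold change of 1.72 (SE 0.12), and by 1.84 (SE 0.12) at 12 h. For SESN2 (ENSG00000130766.5) the change was from 41.7 ± 0.759 to 167 ± 13.3 CPM at 4 h, with log2 fold changes of 2.00 and 1.92 at the 2 times. CHAC1 (ENSG00000128965.13) had log2 fold changes of 2.40 (SE 0.19) and 2.09 (SE 0.21). TRIB3 (ENSG00000101255.12) was raised less at 4 h, by 0.61 (SE 0.12, adjusted p 0.00104), than at 12 h, by 1.97 (SE 0.12, adjusted p 4.75e-11). ASNS (ENSG00000070669.17) had 0 to 12 counts in every library, too few to give a fold change.

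**Figure D2:**
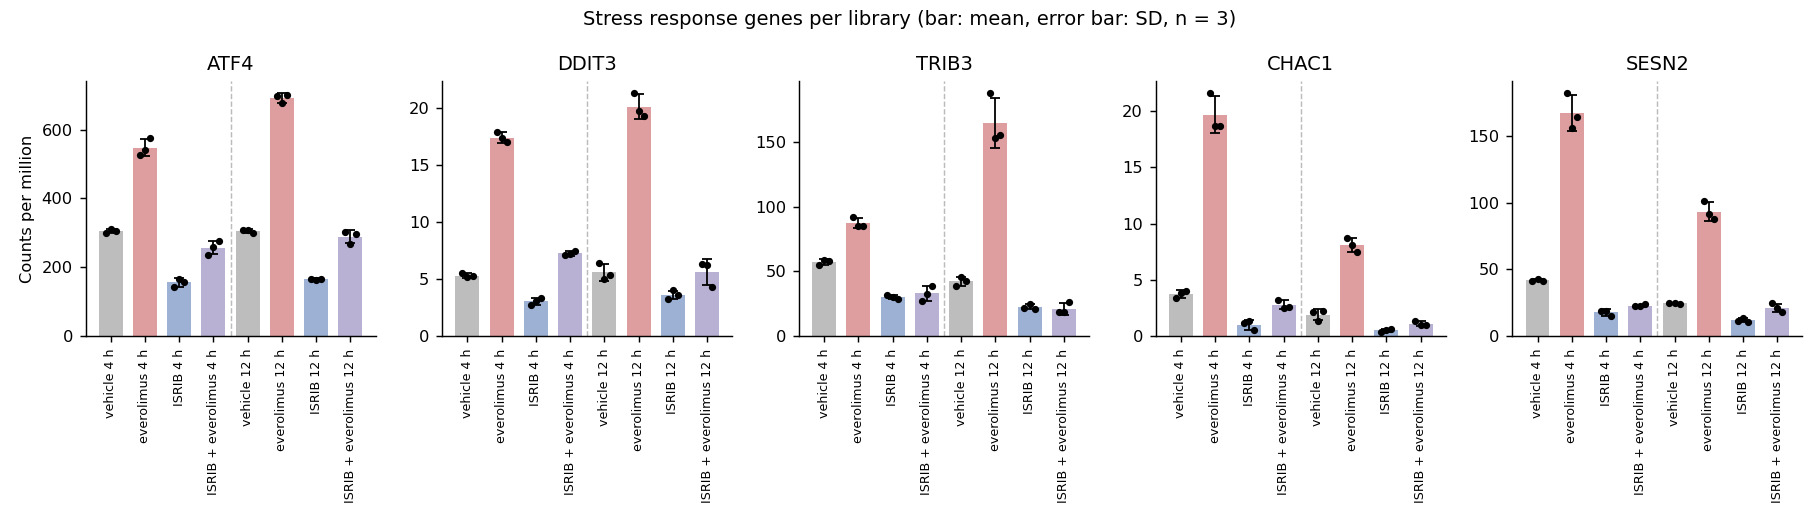
Levels (CPM) of ATF4, DDIT3, TRIB3, CHAC1 and SESN2 in each library (points), with the group mean (bar) and SD (error bar, n = 3). With everolimus alone ATF4 reached 548 CPM at 4 h and 692 CPM at 12 h, against 257 and 289 CPM when ISRIB had been given first.

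Besides CHAC1, the protein-coding genes with the largest rise at 4 h were FBXO32 (ENSG00000156804.7) (log2 fold change 3.15) and ATF3 (ENSG00000162772.17) (2.43), and those with the largest fall were DGAT2 (ENSG00000062282.15) (−1.43), ITPRIPL1 (ENSG00000198885.10) (−1.33) and LRFN1 (ENSG00000128011.5) (−1.22). At 12 h the largest rises were in HNRNPA1L2 (ENSG00000139675.13), FBXO32 (4.08) and ALPK2 (ENSG00000198796.7) (3.87). HNRNPA1L2 had no count in any vehicle library at 12 h, so its 4.53 ± 0.563 CPM with everolimus was at least 50.5-fold higher. Its counts were uneven in other groups, from 0 to 79 with ISRIB plus everolimus at 4 h. It resembles the far more abundant HNRNPA1, and the counting of reads shared by the 2 is not stated. The largest falls at 12 h were in NME1-NME2 (ENSG00000011052.21) (−3.81), CD1A (ENSG00000158477.7) (−2.62) and CXorf49B (ENSG00000215113.7) (−2.46). The first of these is a readthrough gene that overlaps NME1 and NME2, and the last has a near-identical copy, so their counts are uncertain.

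Other lists were tested in the same contrasts. Sterol and lipid synthesis genes had a median log2 fold change of 0.24 at 4 h (10 of 21 called higher, camera adjusted p 7.84e-06) and 0.69 at 12 h (18 of 21, adjusted p 7.05e-13). Chaperones of the endoplasmic reticulum had medians of 0.13 and 0.27. Glycolysis genes fell by 0.12 at 4 h and by 0.75 at 12 h, when all 15 were called lower (camera adjusted p 4.13e-12). Ribosome biogenesis genes fell by 0.27 and by 0.76, with 16 of 18 called lower at 12 h. For lysosome and autophagy genes the median was −0.04 at 4 h, which turned to 0.03 after GC correction, and 0.26 at 12 h. Over the 8 lists and 12 contrasts, 76 of 96 set tests had a camera adjusted p under 0.05. Under fry, 70 of these held, and with the correlation between genes estimated, 53. The joined ISR list held under both in all 12 contrasts. With the estimated correlation the ribosome biogenesis calls did not hold in any contrast, nor did the glycolysis calls, except for everolimus at 12 h and its difference between times.

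**Figure D3:**
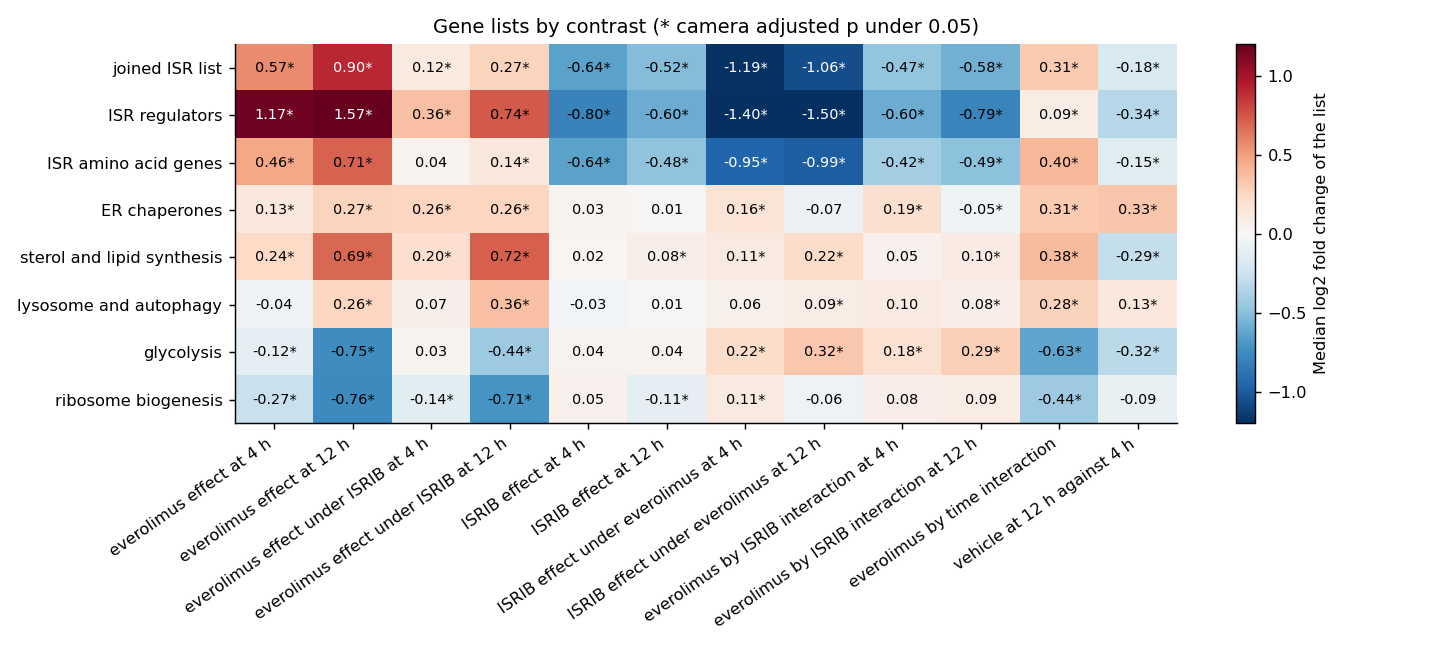
Median log2 fold change of each gene list (rows) in each contrast (columns), with an asterisk where the camera adjusted p-value was under 0.05. The joined ISR list rose by a median of 0.90 with everolimus at 12 h and by 0.27 when ISRIB was present.

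The second comparison asked what everolimus changed when ISRIB was present. At 4 h, 2142 genes were called, 1051 higher and 1091 lower. This count was 1322 without the ISRIB 4 h library D and 1411 without library B. With scaling by library totals the split was 714 higher and 1233 lower. At 12 h, 5383 genes were called, 2471 higher and 2912 lower. Of the genes called without ISRIB, 1306 at 4 h and 4556 at 12 h were also called with it, of which 1301 and 4521 had the same direction. Independent lists would share 414 and 2583. The Pearson correlation across the 11787 genes was 0.65 at 4 h and 0.81 at 12 h.

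Under ISRIB the joined ISR list had a median log2 fold change with everolimus of 0.12 at 4 h (camera adjusted p 0.000146), with 13 genes called higher and 1 lower. The regulators had a median of 0.36 (adjusted p 5.91e-06), whereas the amino acid genes had 0.04 and were not called by camera (adjusted p 0.0605), with a median of 0 under library totals, but were called by fry (adjusted p 0.011). The joined median at 4 h was 0.05 without ISRIB plus everolimus library D, 0.07 without library C of that group and 0.08 without ISRIB library D. At 12 h it was 0.27 (adjusted p 6.51e-08), with 23 called higher and 4 lower. The regulators had 0.74 and the amino acid genes 0.14 at 12 h, both called. Adjusted over the list alone, 15 and 24 genes of the joined list were higher. ATF4 rose by 0.72 (SE 0.06) at 4 h and 0.81 (SE 0.07) at 12 h, and DDIT3 by 1.25 (SE 0.12) and 0.65 (SE 0.13). TRIB3 showed no call, with 0.13 (SE 0.12, edgeR adjusted p 0.566) and −0.11 (SE 0.13, adjusted p 0.557). The value at 4 h was −0.01 without library D of ISRIB plus everolimus. SESN2 rose by 0.37 (adjusted p 0.0171) at 4 h, a call that was lost in 5 alternatives, among them the fits without ISRIB 4 h library D (0.26) or ISRIB plus everolimus 4 h library D (0.34), and by 0.83 at 12 h. CHAC1 rose by 1.49 and 1.15. The average log2 CPM of the ISR list was 5.31 to 5.33 in the 3 libraries of ISRIB plus everolimus at 4 h, below the 5.72 to 5.76 of vehicle and the 6.48 to 6.53 of everolimus alone. At 12 h the ranges were 5.29 to 5.33, 5.45 to 5.50 and 6.47 to 6.55.

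**Figure D4:**
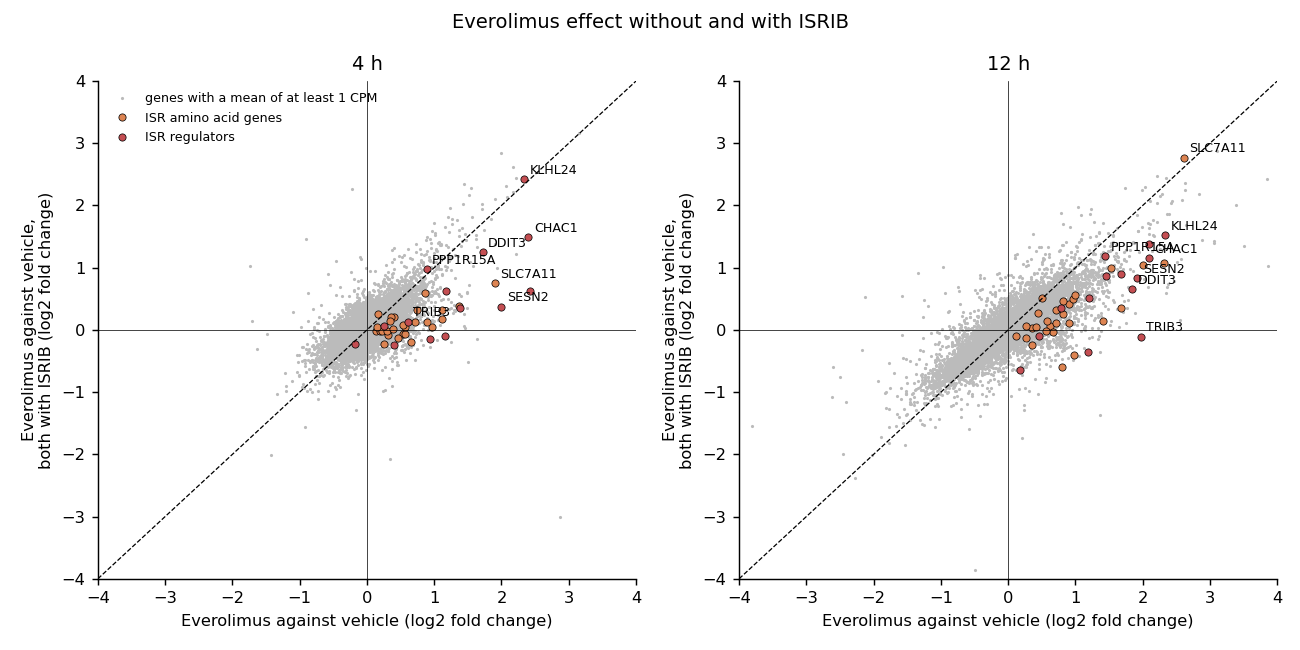
Log2 fold change of everolimus without ISRIB (x axis) against that with ISRIB (y axis) at 4 h and 12 h, for genes with a mean of at least 1 CPM (grey) and for the ISR list (coloured, ASNS left out). The dashed line marks equal change, 3 grey genes lie outside the axes at 12 h, and most ISR genes fall below the line, with medians of 0.57 against 0.12 at 4 h and 0.90 against 0.27 at 12 h.

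The largest rises under ISRIB were in FBXO32 (3.16), RHEBL1 (ENSG00000167550.11) (2.84) and CREBRF (ENSG00000164463.12) (2.44) at 4 h and in TNFSF9 (ENSG00000125657.5) (2.87), SLC7A11 (ENSG00000151012.13) (2.77) and ABHD4 (ENSG00000100439.11) (2.45) at 12 h. The largest falls were in DGAT2 (−2.02), TMEM165 (ENSG00000134851.13) (−1.56) and CTSO (ENSG00000256043.5) (−1.29) at 4 h, and in ZFP91-CNTF (ENSG00000255073.8) (−3.86), HPDL (ENSG00000186603.7) (−2.00) and CXorf49B (−2.00) at 12 h. ZFP91-CNTF is a readthrough gene whose counts overlap those of ZFP91. Its 21 counts with ISRIB plus everolimus at 12 h were all in library D. Without that library the fitted value was −9.92, against a group at 0, and without library C of the group it was −3.15, so the size of this fall is poorly determined. Sterol and lipid synthesis genes had medians of 0.20 and 0.72, and glycolysis genes 0.03 at 4 h, which turned to −0.01 with library totals or GC correction, and −0.44 at 12 h. Ribosome biogenesis genes fell by 0.14 and by 0.71.

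ISRIB alone was compared with vehicle. It changed 66 genes at 4 h, 1 higher and 65 lower, and 50 at 12 h, none of them higher. At an unadjusted p under 0.05 there were 1393 and 642 genes of either direction. Without any change a share of 0.05 of the tested genes would be expected there, which is more than the 642. The count at 12 h thus gives no sign of further changed genes. At 4 h the count was 313 when only the 2 groups were fitted, with 116 higher, and 207 without a filter on low counts, with 35 higher. At 12 h it was 16 in the fit on the 2 groups and 183 without a filter, with 97 higher and 86 lower. The ISR list had a median log2 fold change of −0.64 at 4 h and −0.52 at 12 h, with 28 and 29 of 43 genes called lower, or 36 and 34 when adjusted over the list alone, by which 1 gene was also higher at 12 h. That gene was KLHL24 (ENSG00000114796.16), named after its values were seen, with 50.7 CPM in ISRIB library C against 11.9 and 11.3 CPM in B and D and 13.9 to 15.4 CPM in vehicle, so its rise came from 1 library. Thus 28 of the 65 genes lower at 4 h and 29 of the 50 at 12 h came from that list. ATF4 fell by 0.97 (SE 0.07, edgeR adjusted p 2.17e-09) and by 0.89 (SE 0.07). The genes with the largest falls were SLC6A9 (ENSG00000196517.13) (−2.06 and −1.73), CHAC1 (−1.90 and −1.93) and FLRT1 (ENSG00000126500.4) (−1.84 and −1.56) at 4 h and 12 h. DDIT3 fell by 0.80 and by 0.63, and the call at 12 h was lost without ISRIB 12 h library B (−0.56) or D (−0.62) or vehicle 12 h library B (−0.52). In the fit on the 2 groups alone, the calls at 12 h were lost for CHAC1 (edgeR adjusted p 0.128), FLRT1 (adjusted p 0.748) and DDIT3 (adjusted p 0.639). The gene called higher at 4 h was CISD2 (ENSG00000145354.12), by 0.33 (adjusted p 0.0384). It was not called without library B (0.26) or D (0.35) of vehicle 4 h, nor without library B (0.31) or D (0.29) of ISRIB 4 h, nor after GC correction (0.21) or with library totals (0.32).

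In the presence of everolimus, ISRIB changed 543 genes at 4 h, 243 higher and 300 lower, and 1432 at 12 h, 768 higher and 664 lower. The count at 4 h was 255 without everolimus library B, 272 without everolimus library C, 306 without ISRIB plus everolimus library D and 1138 without ISRIB plus everolimus library B. At 12 h it was 850 without everolimus library B. With library totals the split was 122 higher and 280 lower at 4 h and 902 higher and 450 lower at 12 h. The ISR list had medians of −1.19 and −1.06, with 35 and 38 of 43 genes called lower, or 39 and 38 adjusted over the list alone. The largest falls were in ALPK2 (−3.55), SLC7A11 (−2.97) and SESN2 (−2.87) at 4 h and in ALPK2 (−4.39), FLRT1 (−3.96) and ZFP91-CNTF (−3.68) at 12 h. The ZFP91-CNTF value was −9.74 without ISRIB plus everolimus library D, against a group at 0, and −2.97 without library C. Its call was lost in the fit on the 2 groups alone (−3.65, edgeR adjusted p 0.0704). TRIB3 fell by 2.98 (SE 0.13) at 12 h. The largest rises at 4 h were in ENSG00000255439 (ENSG00000255439.6) (1.99), HSPA1B (ENSG00000204388.7) (1.45) and HSPA1A (ENSG00000204389.10) (1.25). The first has no symbol, and it was not called without library D of ISRIB plus everolimus (1.39) or without library C (2.02) or D (1.69) of everolimus, nor in the fit on the compared groups (1.99). HSPA1A and HSPA1B are nearly identical in sequence, so the division of reads between them is uncertain. At 12 h the largest rises were in NME1-NME2 (1.98), IL2RA (ENSG00000134460.19) (1.53) and CHRNA6 (ENSG00000147434.9) (1.47).

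Whether ISRIB altered the everolimus effect was tested as an interaction. A negative value means a smaller rise, or a larger fall, when ISRIB was present. At 4 h the test called 45 genes, 6 higher and 39 lower. This count was 24 without ISRIB library B, 26 without vehicle library B or everolimus library B, and 77 without ISRIB plus everolimus library B. At 12 h it called 295, of which 159 were higher and 136 lower, or 204 higher and 96 lower with library totals. Without everolimus 12 h library B there were 175 and without vehicle 12 h library B 195. The ISR list had medians of −0.47 at 4 h (39 of 43 lower, camera adjusted p 3.31e-62) and −0.58 at 12 h (40 of 43 lower, adjusted p 6.2e-75). In the list 19 genes were called lower at 4 h and 26 at 12 h, or 32 and 37 adjusted over the list alone. The lists outside the ISR had interaction medians between −0.05 and 0.29 at the 2 times. The −0.05, for chaperones of the endoplasmic reticulum at 12 h, became 0 with library totals, and the 0.10 of lysosome and autophagy genes at 4 h became 0 after GC correction. The chaperones at 4 h had 0.19, called under camera (adjusted p 0.000478), fry and the estimated correlation. At 12 h glycolysis had 0.29 (camera adjusted p 6.99e-08) and sterol and lipid synthesis 0.10 (camera adjusted p 0.00145). Both were also called by fry, but not with the estimated correlation. The interaction was thus not confined to the ISR list, though these 3 medians were smaller in size and positive.

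The smallest adjusted p-values among negative interactions belonged to SESN2 (−1.63, SE 0.14), MTHFD2 (ENSG00000065911.13) (−0.93, SE 0.09) and VLDLR (ENSG00000147852.17) (−1.24, SE 0.14) at 4 h. At 12 h they belonged to CTSG (ENSG00000100448.4) (−1.50, SE 0.10), MTHFD2 (−1.26, SE 0.09) and TRIB3 (−2.08, SE 0.18). Among positive interactions they belonged to HSPA1B (1.57, SE 0.23), DNAJB1 (ENSG00000132002.9) (0.69, SE 0.13) and DEDD2 (ENSG00000160570.14) (0.77, SE 0.15) at 4 h and to NFE2L3 (ENSG00000050344.9) (1.18, SE 0.12), PSMB2 (ENSG00000126067.12) (0.77, SE 0.09) and MLLT11 (ENSG00000213190.4) (1.04, SE 0.13) at 12 h. The DNAJB1 call was lost in 5 of 12 fits that each left out one library (0.62 to 0.69) and the DEDD2 call in 7 (0.61 to 0.79). DEDD2 was also not called after GC correction (0.51) or in the fit on the compared groups (0.77). ATF4 itself had an interaction of −0.12 at 4 h (edgeR adjusted p 0.613) and −0.37 at 12 h (adjusted p 0.0353), the latter lost in 9 of 12 fits that each left out one library (−0.31 to −0.38), with library totals (−0.32), and without a filter or in the fit on the compared groups (−0.36 in each). TRIB3 at 4 h had −0.48 and was not called (adjusted p 0.38), but was called after GC correction (−0.71) and without a filter (−0.46). DDIT3 had −0.47 at 4 h (adjusted p 0.383) and −1.19 at 12 h (adjusted p 0.000225). Neither CHAC1 interaction was called, at −0.91 (adjusted p 0.352) and −0.94 (adjusted p 0.277), although without ISRIB 4 h library D the value at 4 h was −1.25 and called.

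The everolimus effect was also compared between the 2 times. This interaction called 2707 genes, 1177 with a larger log2 fold change at 12 h and 1530 with a smaller one, or 804 and 1810 with library totals. TRIB3 had a value of 1.36 (SE 0.17, edgeR adjusted p 1.32e-05) and ATF4 of 0.34 (SE 0.09, adjusted p 0.0123), not called without a filter (0.33), whereas DDIT3, CHAC1 and SESN2 were not called. The smallest adjusted p-values belonged to DAAM2 (ENSG00000146122.17) (−2.40), UNG (ENSG00000076248.12) (−1.29) and CHRNA2 (ENSG00000120903.13) (−1.93) among genes with a lower value at 12 h. Among genes with a higher value they belonged to SPNS3 (ENSG00000182557.8) (1.70), RIMS3 (ENSG00000117016.10) (1.61) and MCTP1 (ENSG00000175471.20) (1.97). The joined ISR list had a median of 0.31 (camera adjusted p 1.01e-08), sterol and lipid synthesis 0.38 and glycolysis −0.63. The average level of the ISR list with everolimus overlapped between the 2 times, while that with vehicle was lower at 12 h. The ISR value therefore reflects the vehicle groups and not a higher level with everolimus.

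The vehicle groups measured the background change with time in culture. Between 4 h and 12 h, 3055 genes were called, 1684 higher and 1371 lower at 12 h. Scaling by library totals moved the median of all genes to −0.15 and gave 682 higher and 2834 lower, so the directions in this contrast hold relative to TMM scaling. The ISR list had a median of −0.18 and sterol and lipid synthesis of −0.29, while chaperones of the endoplasmic reticulum had 0.33. Lysosome and autophagy genes had 0.13, which turned to −0.01 with library totals. The largest rises were in MFSD3 (ENSG00000167700.9) (1.75), HSPA1A (1.73) and CCDC61 (ENSG00000104983.8) (1.41). The largest falls were in HNRNPA1L2, which was at least 32.4-fold lower than at 4 h, SFMBT2 (ENSG00000198879.13) (−2.90) and FGFBP2 (ENSG00000137441.8) (−2.58). ATF4 showed no change, at 0.00 (SE 0.06, edgeR adjusted p 0.988). TRIB3 fell by 0.44, a call lost without vehicle 12 h library B (−0.38), and SESN2 fell by 0.76.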

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

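The relabelling in which both arms exchanged the same number of libraries was chosen only after the first set of splits had been seen; the other tests of this part were written down before their results.

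The everolimus effect differed with and without ISRIB for 45 genes at 4 h and 295 genes at 12 h, by a test of the difference itself. A GC correction of each library gave 74 and 504 genes, more rather than fewer, which argues against GC content as the whole cause. Of 30 splits of the 12 libraries within their 2 arms, 5 at 4 h and 4 at 12 h gave as many genes, the real one included. All 4 and all 3 of the other splits as large had exchanged unequal numbers of libraries in the 2 arms, which carries a main effect into the interaction. Among 30 splits that exchanged 1 library of each group in both arms, 1 of 30, the real one, reached 45 or 295 genes. Such exchanges keep part of a real interaction and mix treated with untreated libraries, which widens the spread and lowers the counts. Neither set of splits therefore tests chance, which stays open beyond the model's own test. With one library left out, the counts were 24 (without ISRIB 4 h library B) to 77 (without ISRIB plus everolimus 4 h library B) and 175 (without everolimus 12 h library B) to 303. The labels name no batch.

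The ISR list differed between the everolimus effects with and without ISRIB, by medians of −0.47 at 4 h and −0.58 at 12 h. After GC correction the medians were −0.60 and −0.58, and without library D of ISRIB plus everolimus at the same time they were −0.54 and −0.62, each past the threshold. GC content and these deviating libraries are thus argued against. Among the 30 splits of any kind, 18 at 4 h and 7 at 12 h gave a median as large, of which 17 and 6 were other splits with unequal exchanges. Among the 30 balanced splits it was 1 of 30 at each time, but those keep part of a real interaction, so neither set of splits argues for or against chance. A candidate explanation is that part of the rise of these genes under everolimus passes through the step that ISRIB acts on. This stays a hypothesis, found and tested on the same libraries, and ISRIB also lowered the list without everolimus.

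The everolimus effect differed between 4 h and 12 h for 2707 genes. GC correction gave 3382 genes, which argues against GC content. Of 30 splits of any kind, 3 gave as many genes, and the 2 others had exchanged unequal numbers of libraries, while 1 of 30 balanced splits did. For the reasons given for the ISRIB interaction, these splits do not test chance. Lists that differed between the times under camera, fry and the estimated correlation were the joined ISR list (0.31), ISR amino acid genes (0.40), endoplasmic reticulum chaperones (0.31), sterol and lipid synthesis (0.38), lysosome and autophagy (0.28) and glycolysis (−0.63). Their directions held with DESeq2 size factors, library totals and GC correction. With library totals the medians were 0.26, 0.34, 0.26, 0.33, 0.22 and −0.68. The average log2 CPM of the ISR list with everolimus was 6.482 to 6.531 at 4 h and 6.468 to 6.554 at 12 h. With vehicle it was 5.718 to 5.755 and 5.452 to 5.495. The ISR difference between times thus came from the lower vehicle level at 12 h. For sterol and lipid synthesis, vehicle fell (7.611 to 7.649 at 4 h, 7.38 to 7.427 at 12 h). Everolimus rose there (7.777 to 7.876, then 7.987 to 8.004). The length of exposure stays an open and untested explanation, and any difference in handling between the 2 collection times cannot be separated from it in this design.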

How the results depend on the processing

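Letters in the titles were tested as a replicate block. Within the contrasts, libraries with the same letter had deviations with correlations of −0.07 to 0.12 over 27 pairs, 3 of them above 0.1. Libraries D of ISRIB plus everolimus at 4 h and 12 h, which no contrast pairs, had 0.74. The replicate block moved no count by over 1.5 times (for example 3151 genes for everolimus at 4 h, 705 for ISRIB under everolimus at 4 h, 47 and 314 for the 2 ISRIB interactions) and changed the call of no ISR list result.

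The fit on the compared groups alone changed the estimate of spread and moved most counts. It gave 4648 genes for everolimus at 4 h, 1246 and 2761 for everolimus under ISRIB at 4 h and 12 h, and 313 and 16 for ISRIB alone. For ISRIB under everolimus it gave 169 and 716, for the ISRIB interaction at 12 h 139, for the time interaction 4566 and for vehicle at 12 h against 4 h 5090. Of the 169 genes, 165 were among the 543 of the joint fit. Without a filter on low counts there were 207 and 183 genes for ISRIB alone at 4 h and 12 h, 1174 for ISRIB under everolimus at 4 h, and 294 and 584 for the ISRIB interactions. DESeq2 gave 113 for ISRIB alone at 4 h, 848 for ISRIB under everolimus at 4 h, and 106 and 470 for the interactions. The GC correction, chosen after seeing the data, gave 74 and 504 for the interactions. The cause of these shifts was not tested, beyond that fits on fewer libraries or on more genes estimate the spread differently. DESeq2 size factors, library totals, a mean count of at least 50 and protein-coding nuclear genes only moved no count of the 12 contrasts by over 1.5 times.

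Leaving out one library at a time gave 1322 to 2095 genes for everolimus under ISRIB at 4 h, lowest without ISRIB 4 h library D, and 1411 without library B. For ISRIB under everolimus at 4 h the range was 255 to 1138. It was 255 without everolimus library B, 272 without everolimus library C, 306 without ISRIB plus everolimus library D and 1138 without ISRIB plus everolimus library B. At 12 h it was 850 to 1405, lowest without everolimus library B. The interaction at 4 h ranged from 24 to 77, with 24 without ISRIB library B, 26 without vehicle or everolimus library B and 77 without ISRIB plus everolimus library B. At 12 h it ranged from 175 to 303, with 175 without everolimus library B and 195 without vehicle library B. All other counts of the 12 contrasts stayed within 1.5 times.

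The ISR list kept its direction and its side of the threshold in the 4 everolimus contrasts and 2 interactions under every alternative run. DESeq2 gives no list test and was left out there. With one library left out, the medians were 0.56 to 0.61 and 0.85 to 0.94 for everolimus alone and 0.05 to 0.14 and 0.24 to 0.33 under ISRIB. For the interactions they were −0.54 to −0.46 and −0.62 to −0.53. The number of set tests past the threshold was 72 to 83 across the other fits, and 72 with fry and 53 with the estimated correlation.

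For single genes, 1062 results were the same, 16 weaker and 2 stronger across the alternatives that kept all libraries, and 873 were the same, 34 weaker and 1 stronger with a library left out. Reversals concerned values near 0. TRIB3 under ISRIB at 4 h was −0.01 without ISRIB plus everolimus library D. In vehicle at 12 h against 4 h, ATF4 was 0.00 without a filter, and 0.01 without vehicle 4 h library C or vehicle 12 h library D. DDIT3 there was −0.06 with library totals and −0.03 without vehicle 12 h library B. At this depth ASNS, with at most 12 counts, allowed no statement.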

Other observations

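The tests on HSPA1A, on nuclear genes of matched GC content and on the sterol list interaction were chosen only after the result was seen. So were the single genes described below as chosen or looked up after their values or the result were seen. The other tests in this part were written down before their own results. The lists of FOXO targets and heat shock genes were, however, written after the first results from the same libraries.

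For each contrast of 2 groups, the 10 splits of the 6 libraries were fitted. In each of the 9 contrasts only the real split (1 of 10) gave as many genes, and likewise 1 of 10 for the ISR list median in the 4 everolimus contrasts. A share under 0.1 is not possible with 10 splits, so chance cannot be excluded by this count. The highest number from another split was 824 genes, for everolimus under ISRIB at 12 h.

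Library D of ISRIB plus everolimus had 0.502% of counts in mitochondrial genes at 4 h and 0.577% at 12 h, against 1.03% to 1.90% in the other 22 libraries. The snoRNA share of the 4 h library was 0.235%, against at least 0.432% in the other 23, while that of the 12 h library was 0.722%. Across 8820 genes the deviations of the 2 libraries from their groups had a correlation of 0.74, with genes not independent. Among nuclear protein-coding genes deviations went down with transcript length (Spearman rho −0.238 and −0.342), which argues against a loss of the shorter ones among them. Small RNAs and mitochondrial genes were not in that test, so it cannot decide whether RNAs shorter than these were lost. The rho with GC content was 0.727 and 0.526, against −0.732 in ISRIB plus everolimus 4 h library B, a value measured partly against the first of these, so this comparison alone decides little. Nuclear genes within the GC range of the mitochondrial genes deviated by a median of −0.07 and −0.07, while the 13 mitochondrial genes deviated by −1.84 and −1.36, so a GC trend is argued against for the latter and less so for the small RNAs. Both libraries lay nearest to their own group centre (0.328 and 0.316, against 0.344 and 0.354 for the next). The margins were narrow, and ISRIB plus everolimus 4 h library B lay nearer to another centre (0.185) than to its own (0.22). This measure therefore decides little about exchanged labels. A shared step in the preparation of these 2 libraries may be a candidate cause, but the labels record none and it was not tested.

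Library C of ISRIB at 12 h was shifted towards everolimus. PDCD4, chosen after its values were seen, had 63.6 CPM there, as in ISRIB plus everolimus (63.4 ± 1.24 CPM, n = 3), and KLHL24 had 50.7 CPM against a mean of 70.5 CPM. Its ribosome biogenesis genes deviated by a median of −0.49. Mixing with RNA from ISRIB plus everolimus at 12 h would need one share for all genes. The implied share was 25.6% for 679 raised genes and 40.3% for 873 lowered ones. Their quartiles, 2.82% to 49.8% and 14.7% to 60.1%, overlapped. Single genes looked up after the result was seen gave −107% (DNAJB1) to 100% (PDCD4), and HSPA1A, at 56.9 CPM, lay below the group mean of 69.2 CPM instead of towards 248 CPM. The distance to the nearest other group centre, vehicle at 12 h, was 0.256, nearer than its own at 0.299 but outside the 0.109 to 0.161 of that group's own libraries, which argues against exchanged labels. The rho with GC content, 0.263, was within the range of other libraries. Lower mTORC1 activity in that culture is a possible explanation that was not tested, and the ISRIB 12 h contrasts include this library.

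Sterol and lipid synthesis genes rose under everolimus without a sign that ISRIB blocked it. The interaction at 12 h was positive (0.10), which argues against a position downstream of the step that ISRIB acts on. After GC correction the rise at 12 h was 0.73, against 0.69 without it, which argues against GC content as the cause.

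KLHL24 and PPP1R15A, both on the ISR regulator list, rose under everolimus without and with ISRIB at 4 h (2.34 and 2.42 for KLHL24, 0.89 and 0.98 for PPP1R15A). At 12 h the values were 2.33 and 1.52 for KLHL24, where ISRIB library C raised the reference, and 1.44 and 1.18 for PPP1R15A, and neither had a called interaction at either time. They were chosen after their values were seen. A hypothesis is that they follow FOXO transcription factors. A separate list of FOXO targets without these genes (16 of 17 tested) rose by medians of 0.27 and 0.62 with everolimus alone and 0.47 and 0.51 under ISRIB, at 4 h and 12 h. The largest camera adjusted p of the 4 tests was 0.000118, over 12 contrasts, and fry called all 4. The interaction medians were 0.06 and −0.08 (camera adjusted p 0.312 and 0.14). The list values go with the hypothesis, which rests on list membership alone, for a list written after the first results. TSC22D3, another FOXO target looked up after the result was seen, may go against it as an account of every such target. Its rise at 12 h was 3.06 without and 1.43 with ISRIB, and its interactions at 4 h and 12 h were −0.93 (edgeR adjusted p 0.393) and −1.63 (adjusted p 0.0169). The 12 h value depends in part on ISRIB library C, which raised the reference with 7.84 CPM against 2.32 (B) and 2.68 (D). TSC22D3 alone therefore does not decide the question. The 12 h rise of SLC7A11 was also not reduced by ISRIB (interaction 0.16, against −1.15 at 4 h).

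Heat shock genes had a positive interaction of everolimus and ISRIB at 4 h. HSPA1B had 208 ± 42.8 CPM in that group at 4 h, against 76.0 ± 3.91 with everolimus, 96.0 ± 10.6 with ISRIB and 105 ± 18.8 with vehicle (n = 3 each). A single deviating library is argued against, as the interaction was 1.39 without library D (edgeR adjusted p 0.0021, and 4.39e-36 to 0.0063 over all alternatives). A separate list of heat shock genes without HSPA1A, HSPA1B and DNAJB1 had an interaction median of 0.29 at 4 h, with 11 of 11 tested genes higher (camera adjusted p 4.71e-06). With everolimus under ISRIB this list had medians of 0.09 at 4 h and 0.08 at 12 h (camera adjusted p 0.0194 and 0.0141). With everolimus alone it had −0.19 and −0.34 and was not called (camera adjusted p 0.161 and 0.656), with 3 and 6 genes called lower and 1 and 3 higher (edgeR). At 12 h everolimus alone raised HSPA1A from 68.8 to 145 CPM and HSPA1B from 128 to 256 CPM, and the interaction was not called for HSPA1A (0.76, edgeR adjusted p 0.12), HSPA1B (0.35, adjusted p 0.569) or DNAJB1 (0.05, adjusted p 0.922). The separate list had an interaction median of 0.31 at 12 h (camera adjusted p 3.9e-07), and the list was also higher by 0.45 in vehicle at 12 h against 4 h. Handling of the plates and an effect of the combination cannot be told apart for the 4 h pattern, since both would raise these genes together and nothing in the labels or counts measures handling.

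ASNS, a common ISR target, had 0 to 12 counts in every library, and PSAT1, also on the ISR list, 0 to 13. Reads assigned to another copy of the gene are argued against, because the ASNS pseudogene in the table had at most 5 counts in any library. Whether the line lacks expression of ASNS, or the counting removed its reads, stays open, and no biological explanation was tested.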
